A study of Mus musculus with 6 samples.

How the data were processed

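RNA from mouse regulatory T cells (Tregs, CD4 T cells that depend on the transcription factor Foxp3) was sequenced on 6 libraries, 3 from wild-type (WT) cells and 3 from cells labelled Exon2KO, which the series title calls Foxp3 with a delta 2 mark. Per the labels' protocols, RNA was purified with a column kit and libraries were built with a kit for Illumina sequencing. The labels and the header name no aligner, counting program, strand setting, genome build or annotation.

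Deposited values came in 1 table of 55840 genes. Per the file headers, each library has a column of counts, which are whole numbers of reads or fragments per gene and were not normalized. The 6 FPKM columns, 1 per library, were not used, because the counts carry the depth. The authors also deposited a comparison of Exon2KO with WT: the mean of each group as a scaled count signal, a log2 fold change, a p-value and an adjusted p-value, all per the file headers. The method behind that comparison is not stated in the labels. These values are quoted only where the authors' deposited table is named.

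Gene positions are those of the deposited table. Of the 55840 identifiers, 55394 occur in GENCODE mouse release 21, and 55218 of those have the same chromosome, start and end there. That release uses the build GRCm38, so positions are given as GRCm38. GC content was taken from the longest transcript of each gene in the same release and was available for 14712 of the 14919 tested genes (98.6%).

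Column names show the genotype and a number, 2, 6 or 20, and each number occurs once in each genotype. The sample titles number the replicates differently, from 1 to 3, so a column could be assigned to its group but not to a titled sample. Libraries are therefore named here by genotype and column number, such as WT 20. The block on the titles' replicate numbers that had been planned could not be fitted. A block on the column number was fitted in its place, and it was chosen after seeing the data. The pairing comes only from the shared numbers in the column names, and no label says what they stand for.

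Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the counts as deposited, Exon2KO against WT, with all 6 libraries and no covariate. Genes passed the filterByExpr filter (14919 tested), library sizes were scaled by TMM, and dispersions and the quasi-likelihood fit were estimated robustly. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. The standard error (SE) of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. Expression levels are CPM on the TMM-scaled library size, as mean ± SD of 3 libraries.

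Gene lists for Treg signature, helper and effector, resting, proliferation and interferon genes were written before the data were examined, as were the designs of the main tests of single genes and of these lists and the first set of other settings. The 5 lists were tested with camera in limma 3.58.1 (two-sided, inter-gene correlation 0.01) on log2 CPM with a prior count of 2, and adjusted over the 5 lists. Foxp3 was left out of the Treg list because its gene is the edited one. Marker lists of other cells (B, myeloid, erythroid, CD8 and NK, and stromal cells) and immediate early genes served as checks.

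The genes named in the text were chosen by a rule fixed before the data were examined. They are the 5 largest rises and the 5 largest falls among protein-coding genes that were called, had a mean of at least 5 CPM in one group, had no overlap between the groups, and were no immunoglobulin or T cell receptor segment. Foxp3, called genes of the Treg and helper lists, and sex-linked genes were added. Other genes are named only where their choice after seeing the values is stated.

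Total counts ran from 17998216 to 21003496 per library. The smallest level a library can show, taken as 3 counts, lay between 0.143 and 0.167 CPM; it covers counting error only. Replicate libraries were checked for duplication with a chi-square test over genes. The statistic per degree of freedom ran from 8.90 to 26.9 over the 6 pairs of same-genotype libraries, so no pair agreed within sampling noise and all 6 were counted.

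Settings chosen before the data were examined were no count filter, at least 10 counts in every library, RLE size factors, upper-quartile scaling, DESeq2 1.42.0, limma-voom, autosomal genes without immunoglobulin, T cell receptor and other-cell marker genes, an inter-gene correlation estimated from the data, and leaving out each library in turn. Added after seeing the data were the block on the column number, offsets that remove each library's lowess trend (span 0.3) on GC content or gene length, both offsets in the same fit as the block, and edgeR without robust estimation.

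The scripts were tested on simulated data drawn from the means and library sizes of the real genes, with 200 changed genes among about 14579 and 10 simulations per setting. With a change of 1 on the log2 scale, the fit without the block recovered 56.6% of the changed genes, and 10.6% of its calls were false. With the block these shares were 56.7% and 15.6%, on separate simulated data with an added effect of the column number. Both settings took dispersions from the fit without the block. The common coefficient of variation was 17.3% in that fit, against 8.56% in the real fit with the block. These shares therefore do not measure the power or false calls of the real block fit, or what the block gains. Both false shares exceed the nominal 5%, so the counts of called genes can include more false calls than the threshold implies. In the list test, 6 of 100 unchanged lists had an unadjusted camera p under 0.05. Genes were simulated independently and lists drawn at random, so this share does not cover lists whose genes vary together. In the neighbour test, 1 of 20 runs with shuffled calls had a p under 0.05.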

Results

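The series compared the transcriptomes of WT Tregs with those of Tregs that lack exon 2 of Foxp3, from spleen and lymph nodes. Each genotype had 3 libraries. Total counts were 19156456 ± 1605371 (SD, n = 3) in WT and 18670653 ± 962762 (SD, n = 3) in Exon2KO libraries. Single totals were 18369128 (WT 2), 18096744 (WT 6), 21003496 (WT 20), 18240203 (Exon2KO 2), 19773541 (Exon2KO 6) and 17998216 (Exon2KO 20). Between 21183 and 22774 genes had at least 1 count in a library, and the 10 genes with the most counts took 4.86% to 5.27% of a library. The totals of the groups overlapped and did not differ by a two-sided exact permutation test (p = 0.6, where the smallest p for 3 against 3 is 0.1).

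In a principal component analysis of log2 CPM, the first component (33.2% of the variance) set the libraries numbered 20 apart from the others, with scores of -36.9 for WT 20 and -33.5 for Exon2KO 20. The second component (29.9%) separated the genotypes: WT scores were positive, up to 31.2, and Exon2KO scores from -33.9 to -15.9. Libraries with the same number deviated from their group means in the same direction across genes. The correlations across the 14919 genes were 0.271 for number 2, 0.369 for number 6 and 0.494 for number 20, with a mean of 0.378; genes are not independent replicates. This mean was the highest of the 6 possible matchings of the 3 Exon2KO to the 3 WT libraries, and the next highest was 0.164. An exact permutation test over 6 matchings cannot give a p under 0.167. Results with the column number as a block are therefore given beside those without it.

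**Figure D1:**
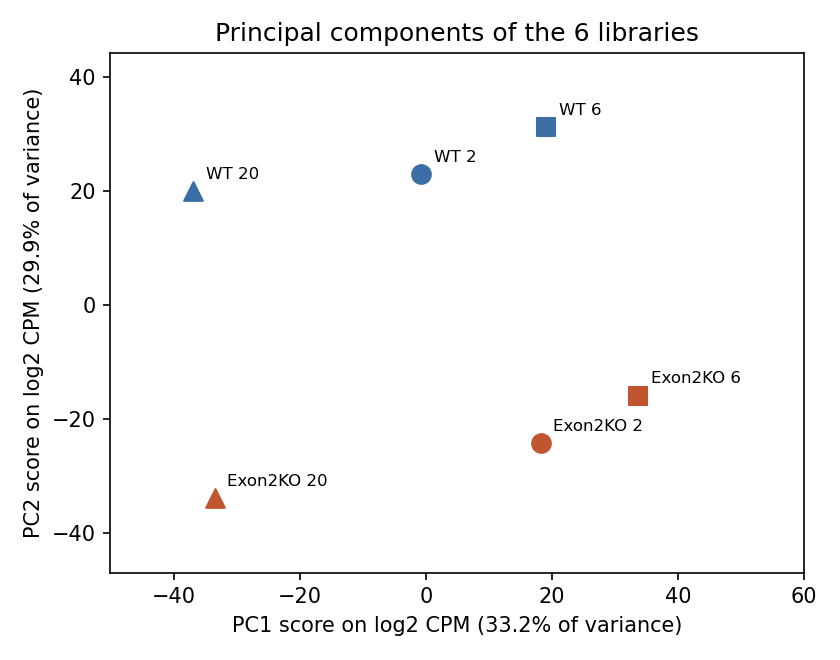
Scores of the 6 libraries on the first principal component (horizontal, 33.2% of the variance of log2 CPM) and the second (vertical, 29.9%), with WT in blue, Exon2KO in orange and the column number as the marker shape. Both libraries numbered 20 lie at the left, and the 3 WT libraries lie above the 3 Exon2KO libraries.

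Foxp3 (ENSMUSG00000039521, X chromosome 7573644 to 7595245 on the plus strand, GRCm38) was examined first because it carries the edit. Its second coding exon in GENCODE release 21 spans 7587074 to 7587178 on X and is 105 bases long; it lies within the coding sequence of transcript Foxp3-201 and is absent from transcript Foxp3-208. The deposited counts are per gene, so reads of that exon could not be examined and the genotype labels could not be checked from them. Foxp3 had 14589, 10934 and 15997 counts in WT 2, 6 and 20, and 14865, 13336 and 16437 in Exon2KO 2, 6 and 20. Its level was 712 ± 96.5 CPM in WT (SD, n = 3) and 812 ± 121 CPM in Exon2KO (SD, n = 3), and the groups overlapped. The log2 fold change was 0.19 (SE 0.13, edgeR quasi-likelihood adjusted p = 0.693), within the spread of the replicates. Under the replicate block it was 0.19 (SE 0.07, adjusted p = 0.106). Leaving out single libraries moved it between 0.08 and 0.29. Within each same-numbered pair Foxp3 was higher in Exon2KO than in WT (826 against 783, 684 against 602 and 925 against 751 CPM). The genes Flicr, Ppp1r3f, Gm36995 and Ccdc22 overlap Foxp3, with 1791, 2121, 435 and 434 counts over all libraries against 86158 for Foxp3.

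To ask which transcripts differed between the genotypes, all 14919 genes that passed the filter were tested. Counts per library cannot separate a change within cells from a change in which cells were present. At an adjusted p under 0.05, 348 genes were called, 113 higher and 235 lower in Exon2KO; 1810 genes had an unadjusted p under 0.05. Of the 348, 165 changed at least 2-fold, 37 upward and 128 downward. The groups did not overlap for any of the 348 called genes. Among all tested genes 2636 (17.7%) showed no overlap, where chance gives 10%. When the column number entered as a replicate block, 1450 genes were called, 586 higher and 864 lower, and 347 of the 348 were among them; 343 changed at least 2-fold. The common biological coefficient of variation was 17.3% without the block and 8.56% with it, and 1559 genes were called for a difference between column numbers. The alternative that moved the count most was the block with a gene length offset, at 1587 genes.

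**Figure D2:**
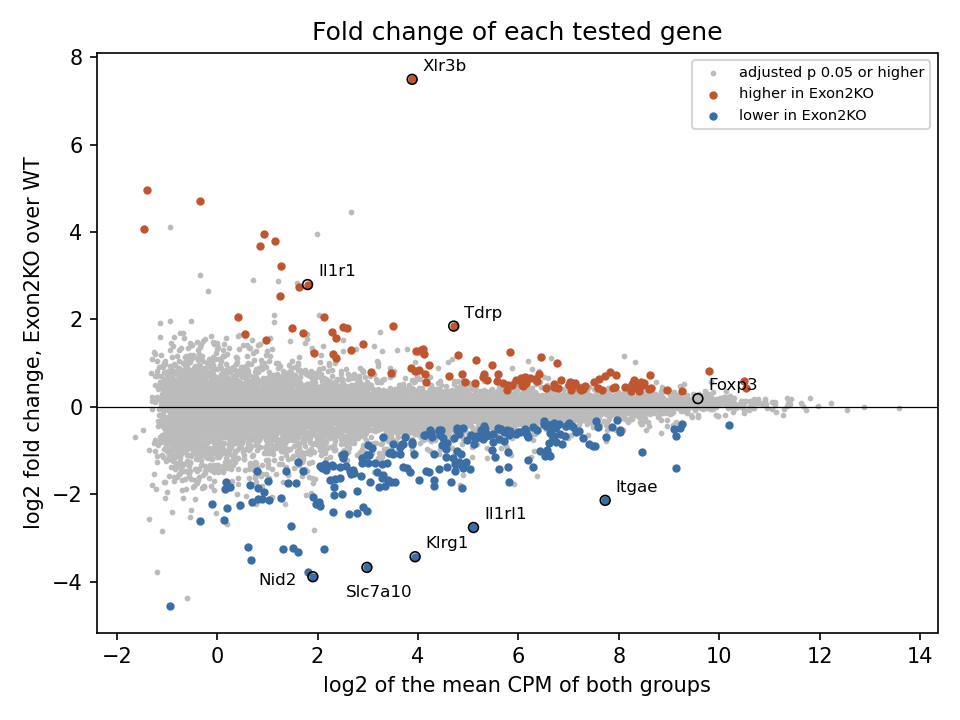
Log2 fold change of Exon2KO over WT (vertical) against the log2 of the mean CPM of both groups (horizontal) for each of the 14919 tested genes, with 113 called genes higher in Exon2KO in orange, 235 lower in blue and the rest in grey. Circled genes are labelled; Foxp3 lies near 0 and Xlr3b is at the top.

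Of the genes chosen by the fixed rule, Xlr3b (ENSMUSG00000073125, X chromosome 73192207 to 73202930) rose most. It had 4, 5 and 0 counts in WT and 858, 568 and 200 in Exon2KO, a log2 fold change of 7.50 (SE 0.94, edgeR adjusted p = 0.025). Across the alternatives this value ran from 6.87 to 8.10 and the adjusted p reached 0.312 under limma-voom, and Xlr3b belongs to a family of similar genes, so its reads can be shared with paralogs. Il1r1 (ENSMUSG00000026072, chromosome 1, 40225080 to 40317257) went from 0.868 ± 0.23 to 6.10 ± 3.16 CPM (SD, n = 3 each), a log2 fold change of 2.80 (SE 0.42, edgeR adjusted p = 0.0111). Ggt5 rose by 2.73 on the log2 scale (SE 0.37, edgeR adjusted p = 0.00638). Tdrp (ENSMUSG00000050052, chromosome 8, 13952008 to 13975032) rose from 11.4 ± 1.37 to 41.0 ± 3.55 CPM (SD, n = 3 each), by 1.85 on the log2 scale (SE 0.13, edgeR adjusted p = 0.000427). 1700019D03Rik rose by 2.06 (SE 0.42, edgeR adjusted p = 0.0415), and lost its call in 5 of the 6 fits that each left out 1 library and under limma-voom (adjusted p = 0.13). In those 6 fits the edgeR adjusted p also reached 0.121 for Xlr3b and 0.0726 for Il1r1. It reached 0.04996 for Ggt5 and 0.00613 for Tdrp, which kept their calls. With the replicate block the log2 fold changes of Xlr3b, Il1r1, Ggt5, 1700019D03Rik and Tdrp were 7.47, 2.68, 2.76, 1.94 and 1.85.

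The largest falls by the same rule were in Nid2, Slc7a10, Klrg1, Il1rl1 and Alox8. Nid2 (ENSMUSG00000021806, chromosome 14, 19751265 to 19811787) had 93, 87 and 241 counts in WT and 2, 12 and 12 in Exon2KO, a log2 fold change of -3.89 (SE 0.58, edgeR adjusted p = 0.0146). The gene Rtraf on the opposite strand overlaps Nid2 and had 8607 counts over all libraries; without stated use of strand, reads of the pair are uncertain, and Rtraf itself changed by -0.063. Slc7a10 (ENSMUSG00000030495, chromosome 7, 35186385 to 35201114) fell from 14.7 ± 3.05 to 1.14 ± 0.478 CPM (SD, n = 3 each), a log2 fold change of -3.68 (SE 0.30, edgeR adjusted p = 0.00085); it overlaps Lrp3 on the opposite strand, which changed by -3.50, so the reads of this pair are uncertain too. Klrg1 (ENSMUSG00000030114, chromosome 6, 122270596 to 122282882) fell from 28.2 ± 9.58 to 2.60 ± 0.28 CPM, by -3.43 on the log2 scale (SE 0.26, edgeR adjusted p = 0.00085). Il1rl1, which encodes the receptor of interleukin 33 (chromosome 1, 40429570 to 40465415), changed by -2.76 (SE 0.28, edgeR adjusted p = 0.00638) and Alox8 by -2.46 (SE 0.29, edgeR adjusted p = 0.00312). Under the block the 5 values were -3.87, -3.70, -3.39, -2.76 and -2.50. When single libraries were left out, the edgeR adjusted p of Nid2 reached 0.0507. Those of Slc7a10, Klrg1, Il1rl1 and Alox8 stayed under 0.05.

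Treg signature genes shifted downward as a list. Of its 28 tested genes, 27 had a negative log2 fold change, and the median was -0.70 (camera adjusted p = 1.97e-21). Over all tested genes 13 of them were called lower and none was called higher, and 22 were called lower when adjusted within the list. With the replicate block the median was also -0.70 (adjusted p = 1.48e-16), with 20 genes called lower. Among the alternatives, leaving out single libraries moved the median most, from -0.76 to -0.58. Itgae, the integrin alpha E gene (ENSMUSG00000005947, chromosome 11, 73090583 to 73147446), fell from 345 ± 35.6 to 78.3 ± 7.67 CPM (SD, n = 3 each), a log2 fold change of -2.14 (SE 0.11, edgeR adjusted p = 5.32e-05). Haspin, which lies within Itgae on the opposite strand, changed by -1.39, so the reads of this pair are likewise uncertain. Ebi3 changed by -1.41 (SE 0.16, edgeR adjusted p = 0.00268), with Gm16712 overlapping it on the opposite strand. Tnfrsf9 changed by -1.11, Itgb8 by -0.99, Tnfrsf4 by -0.90, Ctla4 by -0.85, Entpd1 by -0.71, Nrp1 by -0.69 and Ikzf2 by -0.66, with edgeR adjusted p-values from 0.00235 to 0.024. When single libraries were left out, the edgeR adjusted p reached 0.122 for Ikzf2, 0.0818 for Entpd1 and 0.0817 for Tnfrsf9. It reached 0.0769 for Nrp1 and 0.0566 for Ctla4, and stayed under 0.05 for Itgb8 and Tnfrsf4. The smallest changes among the called genes were in Il2ra (-0.52), Il2rb (-0.43) and Izumo1r (-0.40), with adjusted p-values of 0.0429, 0.0397 and 0.044. When single libraries were left out, these edgeR adjusted p-values reached 0.172, 0.151 and 0.221. The groups of each of these 12 genes did not overlap.

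**Figure D3:**
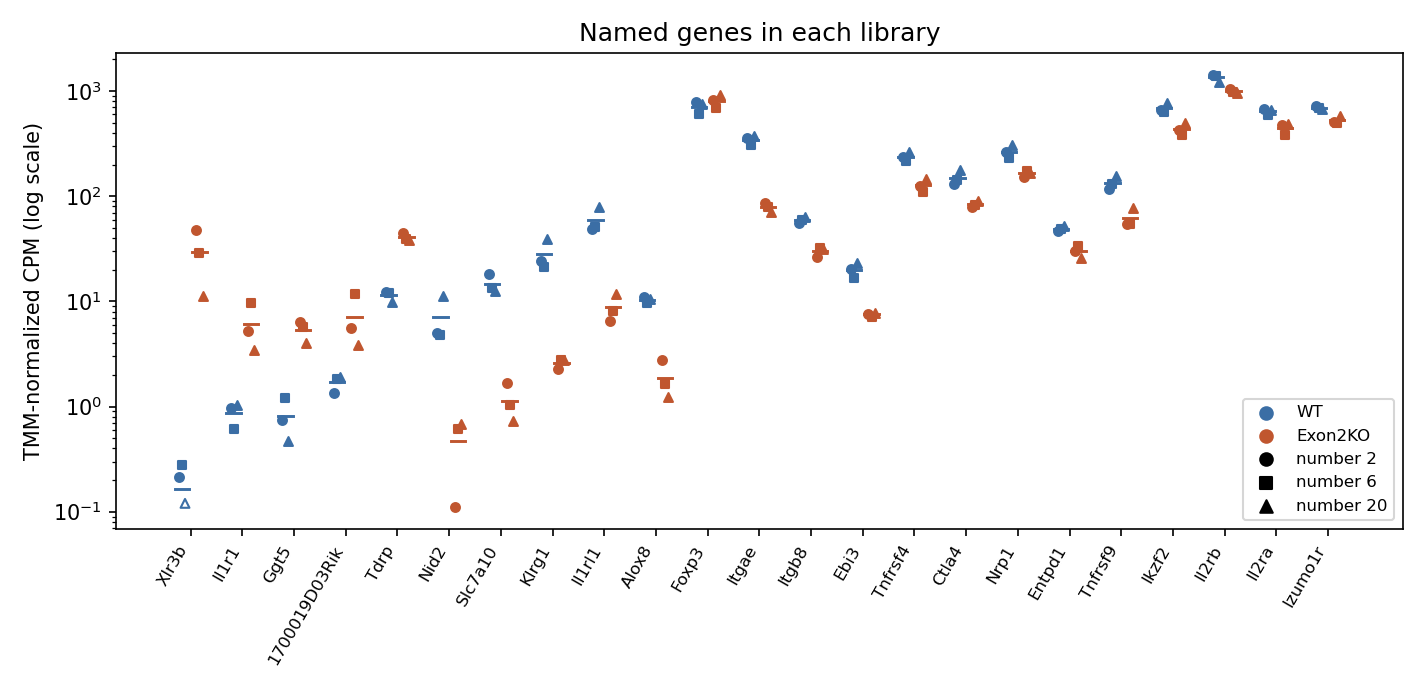
TMM-normalized CPM on a log axis for genes chosen by the fixed rule, with each library as a point (WT blue, Exon2KO orange, shape by column number), bars at group means, and an open symbol for a count of 0 placed at the lower edge. Foxp3 overlaps between the groups, while Itgae falls from 345 to 78.3 CPM.

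No common shift of the helper and effector list was detected in the main fit. The median log2 fold change of its 22 tested genes was 0.06 (camera adjusted p = 0.424), with 12 positive and 10 negative; with the replicate block it was 0.02 (adjusted p = 0.46). The median turned negative in several alternatives, and it passed the threshold as a downward shift in 2 of them: without Exon2KO 6 (-0.34, adjusted p = 0.0149) and with at least 10 counts in every library (-0.18, adjusted p = 0.0358). Genes that this count filter removed, named after their values were seen, were Il17a, Il21 and Il23r (4.98, 4.46 and 1.41). Il21 and Il23r were not called (edgeR adjusted p = 0.245 and 0.696), and the groups overlapped for Il23r. The shift under this filter thus follows the removal of genes with positive log2 fold changes, of which only Il17a was called. Ccr8 changed by -1.72 (SE 0.19, edgeR adjusted p = 0.00255), Gata3 by -0.48 (SE 0.10, edgeR adjusted p = 0.0437) and Il1rl1 as given above. Il17a had 0, 0 and 1 counts in WT, at or under the smallest level shown, and 14, 16 and 11 in Exon2KO, so it was at least 4.48-fold higher (edgeR adjusted p = 0.0177). Some genes of the list, among them Il2, Il4 and Il13, had too few counts to be tested; Il4 reached 42 counts in its highest library.

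Genes of resting T cells were higher. The median log2 fold change of the 15 genes was 0.54 (camera adjusted p = 2.92e-10), with 13 positive; 5 were called over all tested genes and 10 within the list. Under the block the median was 0.55 (adjusted p = 5.15e-09), with 12 called higher and 1, Il7r, called lower (-0.43, edgeR adjusted p = 0.00709). Proliferation genes had a median of -0.39 (adjusted p = 0.00621) with 22 of 23 negative, but no single gene was called; with the block the median was -0.37 (adjusted p = 5.01e-07) and 10 were called lower. Leaving out WT 20 turned the proliferation median to 0.020. Interferon genes had a median of 0.15 (adjusted p = 0.152) with 17 of 19 positive, and 0.21 (adjusted p = 9.13e-05) with the block, where 7 were called higher. Leaving out Exon2KO 20 turned the interferon median to -0.13. Both lists were high in both libraries numbered 20, by 0.59 to 0.88 in mean log2 CPM over the other libraries of the genotype. Leaving out only WT 20 or only Exon2KO 20 thus mixes the genotype with the column number.

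**Figure D4:**
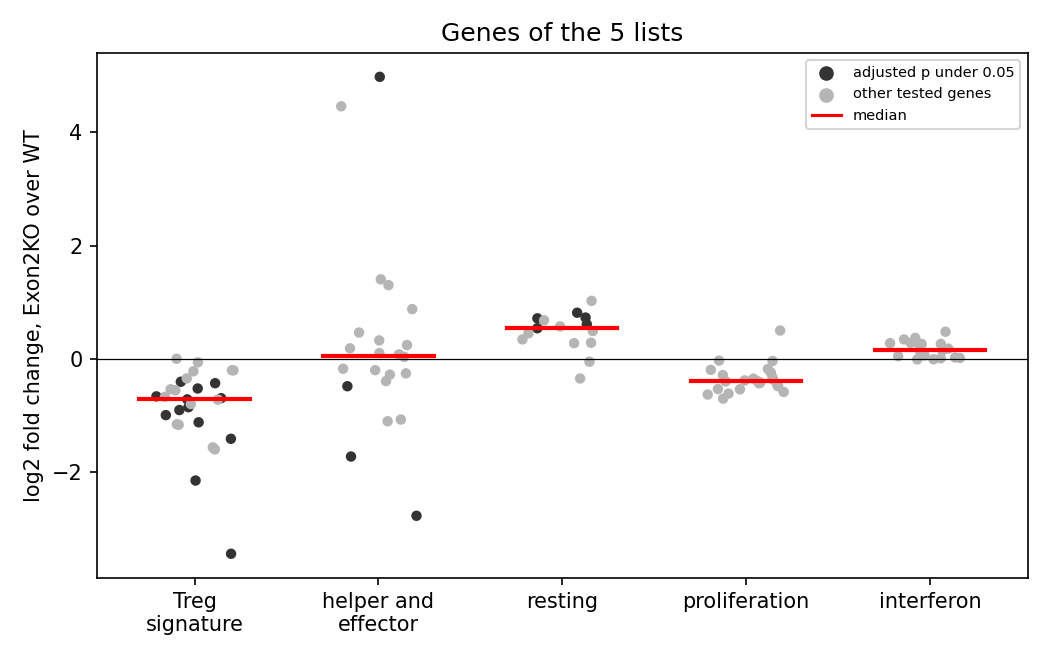
Log2 fold change of Exon2KO over WT (vertical) of every tested gene in the 5 lists, with called genes in dark grey, others in light grey and the median as a red bar. The medians are -0.70, 0.06, 0.54, -0.39 and 0.15 from left to right.

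Sex-linked genes gave the same reading in every library. Xist had between 10446 and 15803 counts and changed by -0.13 (SE 0.11, edgeR adjusted p = 0.748), and the 4 Y-linked genes listed, Ddx3y, Eif2s3y, Kdm5d and Uty, had 0 counts in all 6 libraries.

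The authors' deposited table gives a comparison for 24985 genes and an adjusted p under 0.05 for 638, 218 higher and 420 lower in Exon2KO. All 348 genes called with edgeR are among the 638 of the authors' deposited table. DESeq2 run on the deposited counts called 643 genes, 632 of them shared with the authors' deposited table. Its log2 fold changes differed from those of the authors' deposited table by at most 8.06e-05, with a Spearman rho of 0.9999979 for the p-values. The authors' deposited table thus closely matches DESeq2 on these counts. The edgeR calls rest on the same counts too, so shared calls are no independent support. The authors' deposited table lists Foxp3 with a log2 fold change of 0.19 and an adjusted p of 0.795.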

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

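The pseudocount alternatives planned for a table of FPKM alone were not run, because the table holds counts. No paired analysis on the titles' replicate numbers was possible because the columns carry other numbers. The blocks on the column number, the GC and gene length offsets and the fits without robust estimation were chosen after seeing the data.

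The count of 348 called genes became 617 without a count filter and 643 with DESeq2, and it ran from 86 to 314 over the 6 fits that each left out 1 library. With the replicate block it was 1450, with the block and the GC offset 1497, with the block and the gene length offset 1587, and with the block but no robust estimation 1320. Under the other alternatives (306 to 347 genes) it stayed within 1.5 times. The 165 genes with at least 2-fold changes became 269 without a filter and 278 with DESeq2, and 63 to 171 over the fits that left out 1 library. They became 343 with the block, 338 with the block and GC offset, 349 with the block and length offset, and 352 with the block but no robust estimation. The cause was not tested, apart from the smaller residual variation under the block (coefficient 8.56% against 17.3%). Of the 348 genes, 343 remained without a filter, 347 with DESeq2 and 347 with the block. Over the fits that left out 1 library, between 85 (without Exon2KO 2) and 246 (without Exon2KO 20) of the 348 remained. The share of calls that were higher was 32.5% without the block, 40.4% with the block, 42.5% with the block and GC offset and 42.8% with the block and length offset. Over the fits that left out 1 library it ran from 24.5% (without Exon2KO 6) to 36.6% (without Exon2KO 20). No scaling moved the median of all genes by as much as 0.1 on the log2 scale: it was 0.0084 with TMM, 0.0095 with RLE and -0.0068 with upper-quartile scaling. Each of these scalings centres the bulk of the genes, so these medians cannot show whether all genes shifted together.

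Foxp3 kept its direction in all alternatives that tested it, from 0.08 to 0.29, and passed the threshold only with the block and gene length offset (0.20, adjusted p = 0.0488, against a range of 0.0488 to 0.931); the cause was not tested. The Treg and resting lists kept their direction and stayed past the threshold in all 21 alternatives, with medians from -0.76 to -0.58 and from 0.50 to 0.58. Their largest adjusted p, 0.0089, came with the inter-gene correlation estimated from the data.

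The median of the helper and effector list reversed and passed the threshold with at least 10 counts in every library (-0.18, adjusted p = 0.0358) and without Exon2KO 6 (-0.34, adjusted p = 0.0149). It also reversed to -0.013 with limma-voom, and it ran from -0.34 to 0.15 over the fits that left out 1 library; its adjusted p ran from 0.0149 to 0.814. The proliferation median ran from -0.67 to 0.020 over those fits, and with the estimated inter-gene correlation it stayed at -0.39 but its adjusted p rose to 0.784 (range 4.15e-07 to 0.801). The interferon median ran from -0.13 to 0.51 over those fits and passed the threshold with the block (0.21), with the block and GC offset (0.21), with the block and length offset (0.23) and with the block but no robust estimation (0.21). It also passed without WT 20 (0.51, adjusted p = 0.000233) and without Exon2KO 6 (0.34, adjusted p = 0.00908), with adjusted p-values between 7.06e-05 and 0.893 over its alternatives. The filter of at least 10 counts took Il17a, Il21 and Il23r out of the helper and effector list. Their log2 fold changes were 4.98, 4.46 and 1.41, and only Il17a was called. The reversal under this filter thus follows the removal of genes with positive log2 fold changes. Leaving out only WT 20 or only Exon2KO 20 keeps the other, which was also high for the proliferation and interferon lists. Other causes were not tested.

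The other named genes never changed direction. Over the fits that left out 1 library, 50 of their results were no longer past the threshold and 106 stayed on the same side of it. Over the remaining alternatives, 8 were no longer past it and 351 stayed on the same side; the 8 were Xlr3b without a filter and with limma-voom, 1700019D03Rik with limma-voom, Il2ra without robust estimation, and Izumo1r and Gata3 with the length offset and without robust estimation. Depth limits the lowest genes: Il17a had at most 1 count in a WT library, so only a lower bound of its change is given. The WT mean of Xlr3b, 0.163 CPM, also lay at the smallest level a library can show. The size of its rise, and so its rank, is therefore uncertain.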

Other observations

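All tests below were chosen after the results they bear on had been seen.

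Other splits of the 6 libraries into 3 and 3 were fitted in the same way. Only 1 of the 10 splits, the real one, gave as many as 348 called genes, and only 1 of 10 as many as 165 with at least 2-fold changes; the other 9 gave 0 calls each, with 97 to 1497 genes at an unadjusted p under 0.05 against 1810. With the block, 1 of the 4 splits that part all 3 same-numbered pairs gave as many as 1450 calls, and the other 3 gave 0, with 134 to 252 genes at an unadjusted p under 0.05 against 3211. The other 6 splits part 1 same-numbered pair and keep the rest together. Every split but the real one mixes the genotypes within its groups, which widens the spread and lowers its count. A share of 0.1 is the lowest that 10 splits allow, so the genotype contrast cannot be told apart from a chance split by this test alone. GC content and gene length were weighed as technical sources: with each library's trend removed, 329 and 346 genes were called, of which 326 and 329 were among the 348. For total counts the exact permutation p was 0.6, but 0.1 is the smallest that 3 against 3 libraries allow, so a part played by library size cannot be excluded by this test.

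The list results behaved differently under these splits. For the Treg list, 1 of 10 splits gave a camera p as small as the real one, and the same held for the resting list with 1 of 10. For the proliferation list 6 of 10 splits did, for the interferon list 6 of 10 and for the helper and effector list 8 of 10. The smallest p of the proliferation list in another split was 3.7e-15, against 0.00373 in the real one. Camera at a correlation of 0.01 thus gave small p-values for splits that ignore genotype. Among the 4 splits that part all same-numbered pairs, the real one alone reached its p for the Treg, resting, proliferation and interferon lists, while 4 of 4 reached it for the helper and effector list. The splits with smaller p-values for the proliferation and interferon lists all keep same-numbered pairs together. Within the 3 pairs, the mean log2 CPM of the proliferation list was lower and that of the interferon list higher in Exon2KO each time, with adjusted p-values of 5.01e-07 and 9.13e-05 under the block. The 4 splits cannot give a share under 0.25, so neither shift can be told apart from a chance split by this count alone.

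Libraries numbered 20 stood apart in both genotypes. Relative to the mean of the other libraries of its genotype, the mean log2 CPM of the proliferation list was higher by 0.88 in WT 20 and 0.59 in Exon2KO 20, that of the interferon list by 0.82 and 0.78, and that of immediate early genes by 0.67 and 0.91. A shared day, cage or sort behind each number is a candidate explanation, and no label states one. The same-number matching ranked 1 of the 6 matchings, the best it could do, so a chance matching cannot be excluded. Markers of other cells moved with the number too: erythroid markers differed by -1.22 in WT 20 and -1.84 in Exon2KO 20, myeloid markers by 0.47 and 0.64, and CD8 and NK markers by 0.61 and 0.32. B cell markers (0.12 and -0.018) and stromal markers (0.34 and 0.021) did not move alike in both. Between genotypes, 14 of 16 myeloid markers were lower in Exon2KO, with a median log2 fold change of -0.47 (camera adjusted p = 0.0954). Medians were -1.20 for the 3 stromal, -0.37 for the 4 erythroid, -0.30 for B cell and -0.10 for CD8 and NK markers. None of these lists had a camera adjusted p under 0.05, so fewer other cells in Exon2KO libraries were neither shown nor excluded. Without sex-chromosome, immunoglobulin, T cell receptor and other-cell marker genes the mean correlation was 0.406, but this leaves in place what admixed cells add to the remaining genes, so reads from other cells cannot be excluded. Library size was weighed as well: WT 20 had 2770560 counts more than the mean of the other WT libraries, while Exon2KO 20 differed by -1008656 from the other Exon2KO libraries, in the opposite direction. The number of genes called under the block may rest on this pairing.

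Called genes lay next to each other on the chromosomes more often than random positions give. Among adjacent tested genes, 25 pairs were called in the same direction, against a mean of 4.57 when calls were shuffled among genes of similar level (permutation p = 1e-05, the smallest that 100000 shuffles can give). Reads shared by overlapping genes may explain part of it, but without overlapping pairs 20 pairs remained against 3.85 (permutation p = 1e-05, again the smallest possible). Without pairs of the same name family and immunoglobulin or T cell receptor segments as well, 14 remained against 3.66 (permutation p = 2e-05). With the block, 123 pairs remained against 58.4 (permutation p = 0.0001, the smallest that 10000 shuffles can give). Examples, named after their values were seen, are Ccl20 with Daw1 (3.79 and 3.22, 40.6 kb apart), Mstn with 1700019D03Rik and Il17rb with Chdh (-1.55 and -2.38, 0.127 kb apart). Regulatory elements shared by neighbours are a hypothesis that the table cannot separate from transcripts that run past the end of a gene or from unannotated exons, neither of which was tested.

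Syp, 43.2 kb beyond the end of Foxp3 on X and chosen after its values were seen, was higher in Exon2KO by 1.33 on the log2 scale (SE 0.16, edgeR adjusted p = 0.00323). An effect of the edit on its surroundings was a candidate explanation. Of 33 tested genes within 1 Mb of Foxp3, 1 was called, and 47.5% of 7929 windows with a similar number of genes held as many. With the block 4 were called, and 36.2% of windows held as many, so the calls near Foxp3 do not stand out and the test cannot tell whether Syp responds to the edit itself.

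The heavy-chain locus was lower in Exon2KO: Ighm by -1.41, Ighd by -1.80, Ighj1 by -3.79 and Ighd4-1 by -3.25 on the log2 scale, genes that were named after their values were seen. Fewer B cells in the Exon2KO preparations is a candidate cause. The 12 tested B cell markers had a median of -0.30, and their lowest value was -1.10, a smaller change than that of Ighm. Of these markers 7 were lower and 5 higher. Cd79b, named after its values were seen, changed by -0.51 (edgeR adjusted p = 0.0828, or 0.00501 with the block). A part played by fewer B cells thus cannot be excluded. Fewer plasma cells may contribute. Jchain changed by -0.75 (edgeR adjusted p = 0.607, or 0.000273 with the block) and was lower in Exon2KO in all 3 same-numbered pairs. Igha and Igkc, also named after their values were seen, changed by -1.003 and -0.95 (edgeR adjusted p = 0.658 and 0.403, or 5.43e-07 and 1.04e-06 with the block). Across libraries Ighm did not follow Jchain: Jchain was lower in WT 20 (12.6 CPM) than in Exon2KO 2 and 6 (16.4 and 17.4 CPM), while Ighm was at 776 CPM in WT 20 against 325 and 358 CPM. This comparison rests on WT 20, set against Exon2KO libraries with other column numbers. Within each same-numbered pair, Jchain and Ighm were both lower in Exon2KO. The test therefore cannot tell how much of the fall of Ighm comes from a loss of plasma cells.

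Conventional T cells among the sorted cells could lower the whole Treg list. Foxp3, which was left out of the list, changed by 0.19 while the list median was -0.70. Foxp3 is itself the edited gene, so its level need not follow purity. Genes of resting T cells rose (median 0.54, 13 of 15 higher), a direction that added conventional T cells could also give. Dilution lowers genes restricted to Tregs by a common factor, whereas changes within the list ran from -3.43 (Klrg1) and -2.14 (Itgae) to -0.20 (Gpr83 and Ikzf4), -0.21 (Nt5e) and 0.0060 (Ecm1), genes picked after their values were seen. A difference in purity alone would not give the largest falls beside the smallest unless the genes that fell least are also expressed in conventional T cells, which was not tested; a smaller contribution of purity cannot be excluded.

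Xlr3b was counted almost only in Exon2KO. Reads moved from paralogs may produce such a pattern. The summed CPM of the other Xlr3 and Xlr4 genes was 1.03 times as high in Exon2KO as in WT. Xlr4 genes made up nearly all of this sum, so no matching loss was seen in them. Xlr3a and Xlr3c (0, 1 and 0 counts in WT for Xlr3c) had too few WT counts for a loss to show. Reads counted for none of these genes in WT would not show in the sum either, so shared reads cannot be excluded. Xlr3a, at 0, 2 and 8 counts in WT, had 45, 18 and 15 in Exon2KO. A strain variant or the parent of origin of the X chromosome was not tested, since the labels give no cross.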
